A study of Mus musculus and Homo sapiens with 31 samples. Its data were reported in "Multiplexed capture of spatial configuration and temporal dynamics of locus-specific 3D chromatin by biotinylated dCas9" (2020).

How the data were processed

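The series labels describe 31 samples, 6 of K562 cells and 25 of G1ER promoter capture, and 7 of these stand for pooled replicates. The 6 lists used here were an LCR list from K562 cells and a promoter list from G1ER cells at each of 0, 2, 6, 12 and 24 h. The super-enhancer capture of K562 cells was not analysed here. Groups were taken from the labels.

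According to the methods of the study and the labels, the authors merged the reads of the replicate libraries and mapped them. The study gives hg19 or mm10 as the genome, while the labels name hg19 alone, also for mouse samples. Reads that did not map were cut at DpnII sites and mapped again. Pairs of low mapping quality and PCR duplicates were removed, uniquely mapped pairs were kept, and self-ligations within the bait peak were discarded. The aligner and its version were not stated for this step. Each row of a deposited list is 1 PET with both tag positions and a score. The deposited score is the Bayes factor that the authors computed against sampled background regions, and its highest value in the lists was 150. The study describes this factor for the number of PETs between 2 bait regions, so PETs of the same regions may share a score. Such PETs would pass a threshold together, and intervals on shares of scored PETs may be too narrow. In the G1ER lists interchromosomal PETs carry a score of -1, except for 2 PETs at 0 h. The score was used only to filter PETs within a list, with 20 or more as the threshold. PETs are counted as listed, with no normalization by the authors. A list holds no total of mapped pairs, so the number of listed PETs served as its total.

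The processing limits what the PETs can show. A tag must map uniquely, so near-identical copies such as HBG1 and HBG2 lose or share PETs. Tags of 26 bp and 75 bp map with different success, and both lengths did not occur in the same G1ER list. The removal of PCR duplicates left PETs with slightly shifted tag positions as separate entries in all lists. In the K562 list 354 PETs also repeated the exact tag positions of another PET, and tags were 20 to 75 bp long. The G1ER lists held no exact repeats. Distances were taken between tag starts. The lists do not state whether positions count from 0 or 1, so printed window positions may be off by 1 bp.

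The build was checked against the reference. All 10 LCR guides matched chromosome 11 of GRCh37 exactly once, inside the stretch of the bait tags. No G1ER tag lay past the end of any of 21 GRCm38 chromosomes. Globin genes were the Ensembl canonical transcripts of gencode v44 lifted to GRCh37, and mouse genes came from gencode vM21. Bait tags of all 5 G1ER lists were joined into windows where gaps were under 3 kb. A window was named after the gene whose listed guide it held, or after the gene of the nearest protein-coding TSS. The guide list of the study served only to name baits. It gave 22 activated and 20 repressed genes as alphabetical blocks with no class written beside each gene, and block sizes equal to the stated numbers were taken as the classes.

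Shares of PETs are given with 95% Wilson intervals. HS3 and HS2, and active and repressed globin genes, were compared with two-sided exact binomial tests, the latter weighted by the length counted. Libraries at 24 h and 0 h were compared with two-sided Fisher's exact tests, and the test per promoter was adjusted by Benjamini-Hochberg over the 39 captured promoters with a threshold of 0.05. Long-range PETs had both tags on 1 chromosome, 5 kb to 1 Mb apart. Changes were log2 ratios of PETs per 10000 listed PETs with a pseudocount of 0.5 PET, which understates the change of promoters with few PETs. The activated minus repressed difference of medians was placed among 10000 random lists, made by permuting the classes within 3 strata of mean long-range PETs. Its percentile describes these libraries and is not a p-value. A percentile under 2.5 or over 97.5 was read as standing apart.

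The rule for the genes named in the text was fixed in advance. It took Mafk, Gata2, Btn1a1 and Ms4a2, the β-globin genes and HS1 to HS5, and the 3 captured promoters with the largest rise and the 3 with the largest fall from 0 h to 24 h, among those with at least 20 long-range PETs over both time points and an adjusted p under 0.05. Only 2 promoters met the rule for a rise.

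The tests, the named genes and most alternatives were chosen before the data were examined. The alternatives counted near-identical PETs (both ends within 50 bp) once, changed the distance limits, score threshold, windows, pseudocount and scaling, or kept PETs of 1 tag length. Those added after seeing the data counted exactly repeated PETs once, left out empty scores, kept bait tags within 1 kb of a guide midpoint, scaled to the windows with no listed guide, or used PETs with a score of 20 or more as the measure.

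The statistics were tested on simulated data with the real promoters' rates. With 10 of 39 promoters changed 2-fold in each of 200 simulations, the Fisher test recovered 84.0% of them and made 0.355 false calls per simulation. With no change it made 0.04 calls per simulation. The simulated counts were independent Poisson draws, with no near-identical PETs and no variation between replicates. These rates therefore hold for independent PETs and may understate false calls in the real lists. With no class difference, 6 of 100 simulations over 39 promoters fell outside the central 95% of random lists, and a planted difference of 0.5 was recovered with a median of 0.49. All 1000 repeats planted among 5000 simulated PETs were removed when near-identical PETs were counted once. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.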

Results

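CAPTURE-3C-seq maps the chromatin contacts of chosen loci. Biotinylated dCas9 and pooled single guide RNAs (sgRNAs) hold the loci, the crosslinked chromatin is cut with DpnII and ligated, and the captured ligation products are sequenced from both ends. Each sequenced product gives a pair-end tag (PET), with a bait tag at the captured locus and an interacting tag. The interacting tag may lie elsewhere in the genome or within the captured stretch itself. The 6 lists analysed here comprised 1 list from K562 cells, a human erythroleukemia line, and 5 lists from G1E-ER4 (G1ER) cells. G1ER is a mouse erythroid line that lacks Gata1 and carries a GATA1-ER fusion that β-estradiol activates. In K562 cells the guides targeted the hypersensitive sites HS1 to HS5 of the β-globin locus control region (LCR). In G1ER cells they targeted promoters of genes that rise (activated) or fall (repressed) during differentiation, at 0, 2, 6, 12 and 24 h of β-estradiol.

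The K562 list held 2353 PETs from 2 pooled replicates. The G1ER lists held 26073 PETs at 0 h, 27236 at 2 h, 23434 at 6 h, 26659 at 12 h and 33283 at 24 h. By the labels each G1ER list pools 4 replicates, while a figure legend of the study gives 2 independent experiments. How these numbers relate is not stated. The replicates of a list could not be separated, so no difference below has a replicate check, and tests on PETs compare the pooled libraries, not the conditions. Intervals are 95% Wilson intervals and cover counting error only. The tags of the 0, 12 and 24 h lists were all 26 bp long and those of the 2 and 6 h lists all 75 bp, so time point and tag length changed together. Of the listed PETs, 46.7% at 0 h, 41.7% at 12 h and 46.7% at 24 h had another PET of the same list within 50 bp at both ends. That share was 17.5% at 2 h and 15.9% at 6 h.

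The first comparison addressed where the PETs of the β-globin LCR fall. Every bait tag lay on chromosome 11 between 5295301 and 5314628 (hg19), upstream of the globin genes. Of the 2353 PETs, 1370 (58.2%, 95% CI 56.2 to 60.2) had both tags on chromosome 11 within 1 Mb. Within 100 kb there were 1019 PETs (43.3%, 95% CI 41.3 to 45.3). PETs with an interacting tag on another chromosome numbered 607 (25.8%, 95% CI 24.1 to 27.6). Short distances made up much of the list, with 530 PETs (22.5%, 95% CI 20.9 to 24.3) under 1 kb. Interacting tags were densest inside the captured stretch, with 162 in the 1-kb bin from 5307000. Between HBB and the stretch no 1-kb bin held more than 9. The share within 100 kb thus includes PETs between parts of the LCR and does not measure contact with the globin genes alone. The setting that moved these shares most kept PETs beyond 5 kb or on another chromosome, with 20.2% within 100 kb and 41.2% within 1 Mb. The deposited Bayes factor (BF) score of the authors was 20 or more in 943 PETs (40.1%, 95% CI 38.1 to 42.1), and 34 PETs carried an empty score. Among the 689 PETs with tags 5 kb to 1 Mb apart, 256 (37.2%, 95% CI 33.6 to 40.8) reached a score of 20.

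Each LCR PET was then assigned to the hypersensitive site nearest its bait tag. Where both tags lay inside the captured stretch, the site depends on which tag was read as the bait. The guides of HS1, HS2, HS3, HS4 and HS5 centred on positions 5297155, 5301880, 5306084, 5309499 and 5312583 of chromosome 11 in GRCh37. HS3 held 857 PETs (36.4%, 95% CI 34.5 to 38.4) and HS4 held 563 (23.9%, 95% CI 22.2 to 25.7). HS2 held 396 PETs (16.8%), HS1 held 372 (15.8%) and HS5 held 165 (7.01%). HS3 thus had 2.16 times the PETs of HS2 (95% CI 1.92 to 2.44, two-sided exact binomial test, p = 1.75e-39). Bait tags also piled up between both sites, with 206 PETs within 500 bp of the midpoint that separates them. In an alternative chosen after seeing the data, only bait tags within 1 kb of a guide midpoint were kept, which moved the ratio most, to 3.38 with 636 PETs at HS3 against 188 at HS2. The ratio was not corrected for capture efficiency per site, so it holds for captured PETs. The study assayed dCas9 binding at HS1 to HS5 by CAPTURE-ChIP-seq, which was not used here.

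**Figure D1:**
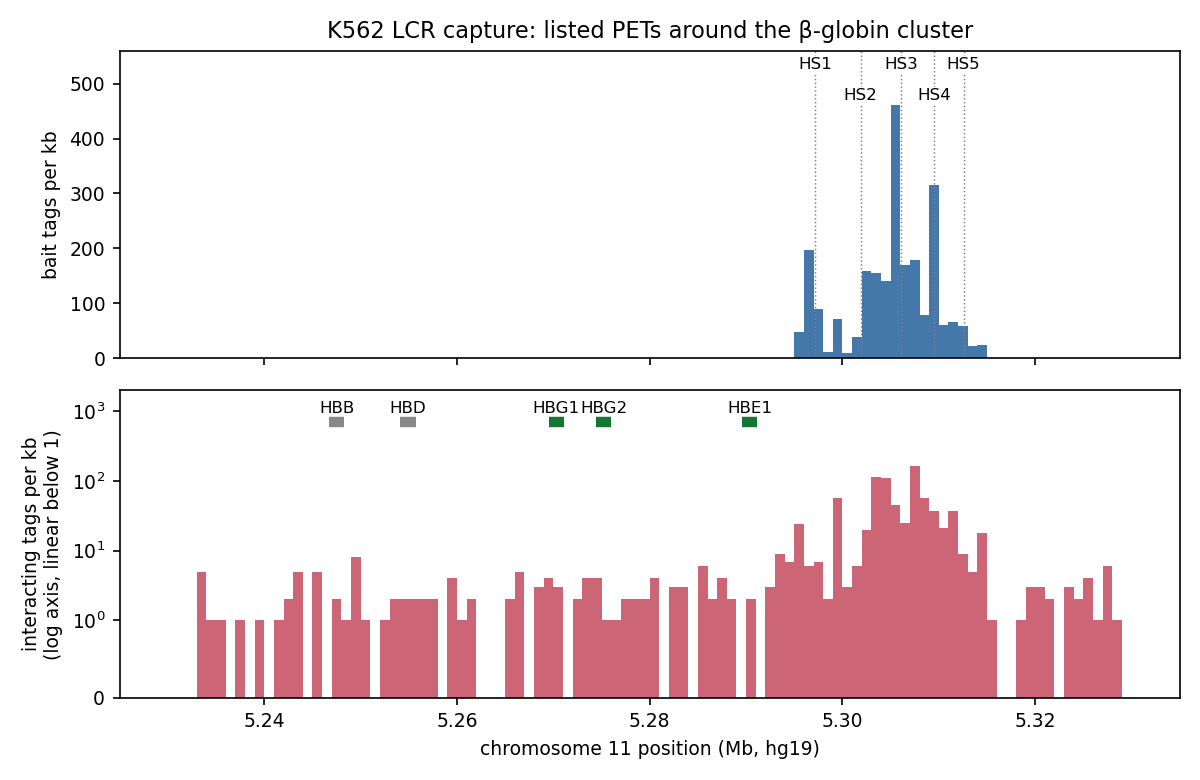
Listed LCR PETs of K562 cells in bins of 1 kb over the β-globin cluster on chromosome 11 (position in Mb, hg19). Upper bars count bait tags, with dotted lines at the guide midpoints of HS1 to HS5, and lower bars count interacting tags on a log axis, with active genes in green and repressed genes in gray. HS3 has the most bait tags of the sites (857 PETs).

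K562 cells express the embryonic and fetal globin genes, so the LCR contacts of HBE1, HBG1 and HBG2 were compared with those of HBD and HBB. All 5 genes lie on the minus strand of chromosome 11, and gene bodies with 1 kb on each side were counted, exons, introns and untranslated regions together. HBE1 (5289575 to 5291175) had 4 PETs, HBG2 (5274418 to 5276011) had 9 PETs and HBG1 (5269499 to 5271087) had 9 PETs. HBD (5254068 to 5255713) had 5 PETs and HBB (5246694 to 5248301) had 10 PETs. HBG1 and HBG2 are near-identical copies, so their PETs are uncertain where tags map to both. The active genes had 2.04 PETs per kb and the repressed genes 2.07 PETs per kb, a ratio of 0.987 (two-sided exact binomial test on 22 and 15 PETs, p = 1). No difference was detectable at this depth. The ratio moved most, to 0.196 (Fisher's exact test, p = 0.0568), when each gene was set against the position at the same distance on the other side of the LCR. Those positions held 15 PETs for the active genes and only 2 for the repressed genes, so this ratio gives no direction. They also lie beyond HS5, which the study calls an insulator, so they may not be a neutral reference.

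The G1ER lists were used to ask how promoter contacts change as GATA1 is activated. Bait tags fell into 83 windows with a median width of 2068 bp, and 80 window midpoints lay within 500 bp of an annotated protein-coding transcription start site (TSS) in GRCm38. Of these windows, 39 held a listed guide, 19 at activated and 20 at repressed promoters. The other 44 windows held no listed guide. Of the 42 genes with listed guides, Fam214b and Slc25a37 had no window with a guide, and Hbb-b1 and Hbb-bs shared 1 window. Windows without a guide held 28.1% of the PETs at 0 h, 36.4% at 2 h, 35.9% at 6 h, 26.8% at 12 h and 27.7% at 24 h. An even spread would put 25.1% of a window's bait tags within 250 bp of its centre. The median share there was 68.9% at activated promoters, 51.6% at repressed promoters and 25.7% in windows without a guide at 0 h, and 58.9%, 34.9% and 24.5% at 6 h.

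**Figure D2:**
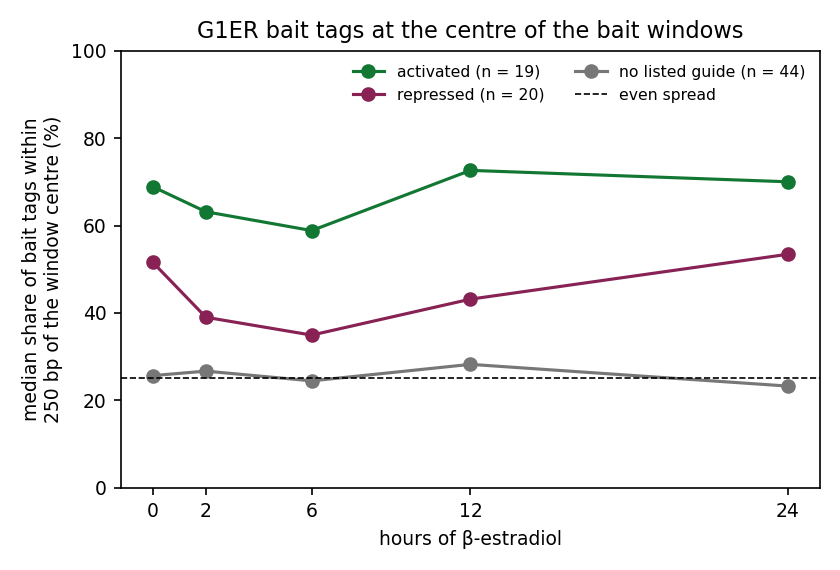
Median share of bait tags within 250 bp of the window centre (in percent) against hours of β-estradiol, by class of bait window in the G1ER lists. Each point is the median over the windows of 1 class in 1 pooled list, and the dashed line is the 25.1% of an even spread, around which the windows with no listed guide lie.

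The intrachromosomal share of PETs was 66.0% (95% CI 65.4 to 66.6) at 0 h, 68.6% (95% CI 68.1 to 69.2) at 2 h and 67.8% (95% CI 67.2 to 68.4) at 6 h. It was 67.0% (95% CI 66.4 to 67.6) at 12 h and 66.2% (95% CI 65.7 to 66.7) at 24 h. The 24 h and 0 h libraries differed by 0.18 percentage points (two-sided Fisher's exact test, p = 0.643), and by 0.46 points over PETs beyond 5 kb or on another chromosome. Among the lists with 26-bp tags the shares ran from 66.0% to 67.0%, and both lists with 75-bp tags lay above them.

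PETs with a score of 20 or more numbered 2444 at 0 h, 1671 at 2 h, 1301 at 6 h, 2976 at 12 h and 3043 at 24 h. At any time point, 17 of the 39 captured promoters had at least 1 such PET, 12 of 19 (63.2%) activated and 5 of 20 (25%) repressed. With a score threshold of 10 the count was 20 and with a threshold of 100 it was 14. The PETs were concentrated in few promoters. Kit held 4739 of the 11435 PETs with a score of 20 or more over the 5 lists, Klf10 held 3132 and Abcb10 held 1206, together 79.4%. These 3 were singled out after their values were seen. Kit took 11.9% and Klf10 took 10.9% of all listed PETs at 0 h.

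To compare activated with repressed promoters, long-range PETs (same chromosome, 5 kb to 1 Mb from the bait tag) were counted per promoter and scaled to 10000 listed PETs. At 24 h against 0 h, the median log2 change was 0.01 over the 19 activated promoters and 0.03 over the 20 repressed promoters. The activated minus repressed difference of -0.03 lay at percentile 43.5 of 10000 random lists matched on mean PETs, so the class medians did not stand apart. Of the alternatives, PETs with a score of 20 or more moved this difference most, to 0.89, at percentile 84.4. Class totals, which weight promoters with many PETs, were not tested. Per 10000 listed PETs they went from 1101.5 at 0 h to 945.5 at 24 h (activated) and from 1647.3 to 1728.8 (repressed). At 2 h the activated median was 0.22 and the repressed median -0.16, a difference of 0.38 at percentile 99.9 of random lists. The difference was 0.29 at 6 h (percentile 98.8) and 0.19 at 12 h (percentile 96.8). All 4 differences share the 0 h library, so chance values at 0 h enter each of them. The windows with no listed guide rose more than the activated promoters at the earlier time points, with medians of 0.42 at 2 h and 0.46 at 6 h, and fell at the later ones, with medians of -0.13 at 12 h and -0.15 at 24 h. When each promoter was scaled to its own interchromosomal PETs, the difference was 0.08 at 2 h (percentile 82.8), -0.11 at 6 h (percentile 29.3) and -0.35 at 12 h (percentile 0.76).

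**Figure D3:**
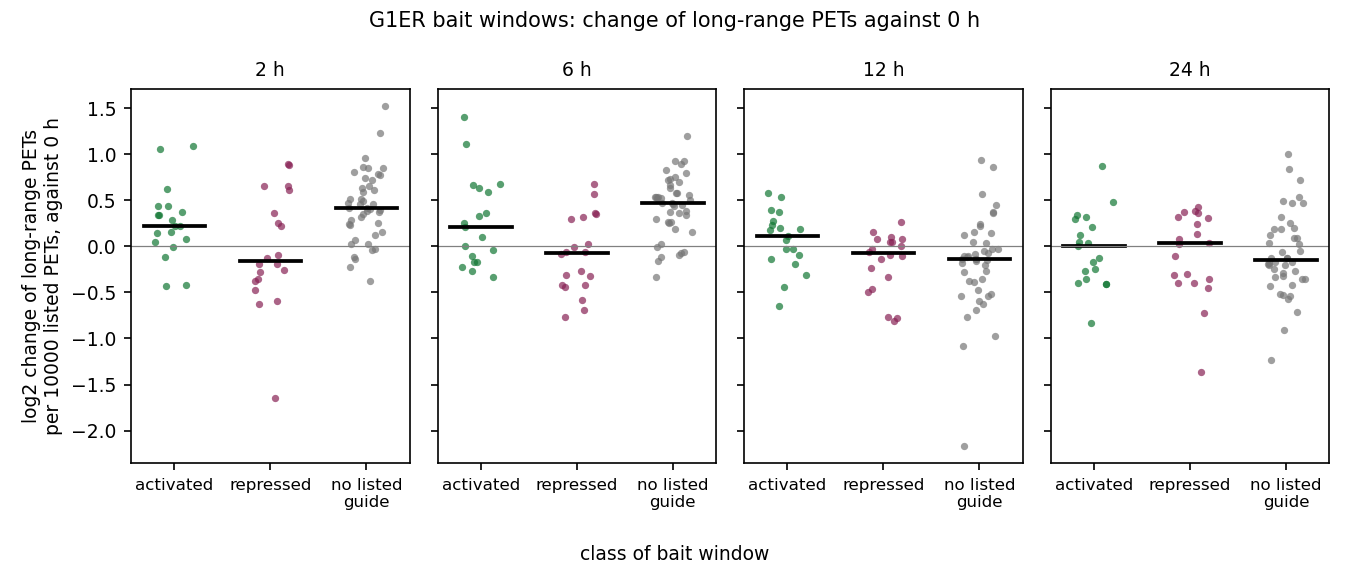
Change of long-range PETs per 10000 listed PETs against 0 h, on a log2 scale, for each bait window of the G1ER lists at 2, 6, 12 and 24 h. Points are windows (19 activated, 20 repressed, 44 with no listed guide), spread sideways for visibility, and black lines are medians, which at 24 h are 0.01, 0.03 and -0.15.

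Single promoters were compared between the 24 h and 0 h libraries by Fisher's exact test with Benjamini-Hochberg adjustment over the 39 captured promoters. The test called 9 promoters at an adjusted p under 0.05, of which 2 were higher and 7 lower at 24 h. Of the activated promoters 1 was higher and 5 were lower, and of the repressed promoters 1 was higher and 2 were lower. When near-identical PETs were counted once, 6 promoters were called, all of them among the 9. The higher promoters were Bach1 and Klf10. Bach1 (activated, chromosome 16, window 87697722 to 87700745, midpoint in an intron 288 bp past its TSS) had 28 long-range PETs at 0 h and 66 at 24 h, a log2 change of 0.87 (exact test, adjusted p = 0.0319). It was no longer called when near-identical PETs were counted once. Klf10 (repressed, chromosome 15, window 38299956 to 38302029, over its TSS) had 1161 long-range PETs at 0 h and 1755 at 24 h, a log2 change of 0.24 (exact test, adjusted p = 8.48e-05).

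The largest falls among the called promoters were at Il1rl1, Dhrs11 and Abcb10. Il1rl1 (repressed, chromosome 1, window 40439413 to 40441483, midpoint in an intron) went from 45 to 22 long-range PETs, a log2 change of -1.37 (exact test, adjusted p = 0.00169). Its change was 0.03 over all listed PETs of the promoter, and -1.02 and no longer called when near-identical PETs were counted once. Dhrs11 (activated, chromosome 11, window 84828268 to 84830341, over its TSS) went from 170 to 122, a log2 change of -0.83 (exact test, adjusted p = 4.19e-05). Abcb10 (activated, chromosome 8, window 123982341 to 123984414, over its TSS) went from 497 to 476 while the list grew, a log2 change of -0.41 (exact test, adjusted p = 8.80e-05).

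Mafk is an activated gene on the plus strand of chromosome 5 (139791513 to 139802653), and its window (139790280 to 139792346) spans the TSS and a stretch of the untranslated region. It had 87 long-range PETs at 0 h, 140 at 2 h, 124 at 6 h, 102 at 12 h and 139 at 24 h. The log2 change from 0 h to 24 h was 0.32 (exact test, adjusted p = 0.232). Against 0 h it was 0.62 at 2 h, 0.66 at 6 h and 0.20 at 12 h, which were not tested. Windows of 5 kb were centred on the enhancers named for this locus, 89 kb upstream and 13, 27 and 40 kb downstream of the TSS. Together they held 18 Mafk PETs at 0 h, 29 at 2 h, 20 at 6 h, 23 at 12 h and 32 at 24 h. Per 10000 listed PETs these were 6.90, 10.6, 8.53, 8.63 and 9.61, highest at 2 h. From 0 h to 24 h the enhancer 89 kb upstream went from 1 to 6 PETs, those 13 and 27 kb downstream from 10 to 14 and from 3 to 12, and the one 40 kb downstream from 4 to 0. Per listed PET the 24 h library was 1.39 times the 0 h library (two-sided Fisher's exact test, p = 0.318). A change from 0 h to 24 h was thus not detectable at this depth, and the other time points were not tested. PETs with a score of 20 or more from the Mafk bait numbered 12 at 2 h and 0 at 0, 6, 12 and 24 h. These 12 may have passed the threshold together, so the counts are not a graded time course.

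Gata2, a gene on the plus strand of chromosome 6 (88193891 to 88207032) that is repressed during differentiation, had a window (88197383 to 88199446) over the downstream of its 2 annotated coding TSSs, with its midpoint in an exon. Gata2 had 124 long-range PETs at 0 h, 101 at 2 h, 82 at 6 h, 108 at 12 h and 198 at 24 h. Per listed PET, the 24 h library was 1.25 times the 0 h library (two-sided Fisher's exact test, p = 0.0554, adjusted p = 0.154 over the 39 promoters). The unadjusted p was 0.0232 when near-identical PETs were counted once, and 0.564 when the PETs of the Gata2 bait served as the total. Gata2 PETs with a score of 20 or more numbered 14 at 0 h, 17 at 12 h and 0 at 2, 6 and 24 h. They too may have passed the threshold together.

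Btn1a1 (activated, chromosome 13, window 23465166 to 23467201, over its TSSs) had 81 long-range PETs at 0 h and 104 at 24 h, a log2 change of 0.01 (exact test, adjusted p = 1). Ms4a2 (repressed, chromosome 19, window 11622967 to 11625037, over its TSSs) had 106 and 143, a log2 change of 0.08 (exact test, adjusted p = 0.829). Neither had a PET with a score of 20 or more at 0 h or 24 h.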

Values the study reported

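For the β-globin LCR in K562 cells the study reported 2564 interactions, of which 1829 (71.8%) lay within 1 Mb and 1557 (61.2%) lay within the β-globin cluster. In G1ER cells it reported significant long-range interactions at 21 of 22 (95.5%) activated promoters and at 18 of 20 (90.0%) repressed promoters.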

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

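The tests in this part were chosen only after the result was seen. Over the 5 G1ER lists, 42006 of 136685 PETs (30.7%) had their bait tag in one of the 44 windows with no listed guide. They enter no comparison of activated with repressed promoters, and they were picked out because a signal appears in data outside the main measurement, with no control capture to set it against. Guides missing from the guide list were weighed first. The highest of the 5 per-list medians of bait tags within 250 bp of the window centre was 28.3% in these windows, under the lowest median of 34.9% at windows with a listed guide, which argues against capture by unlisted guides for the set as a whole. The lowest of the 5 medians was 23.3%, near the 25.1% of an even spread, so most of these PETs may be background pairs that no guide enriched. Single windows stay open. Over 35% of the bait tags lay at the centre in at least 1 list in 15 of the 44 windows, and Ube2l6 and Pfkfb4, picked after their values were seen, had over 35% of their bait tags at the centre in all 5 lists. At listed guides, 13 of 19 activated and 9 of 20 repressed promoters did so. PETs with a score of 20 or more occurred in 5 of the 44 windows, 195 in all, of which Tent5c held 145. The study also names Tmem184a, the gene of another of these windows, as a captured promoter. No biological explanation was tested, and why these windows are in the lists was not tested either.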

How the results depend on the processing

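No paired analysis was possible because the lists pool the replicates and their columns carry no replicate numbers. Leaving out a replicate was not possible for the same reason. Of the alternatives for the main results, 8 could not change the value by construction. Of the other 55, 39 kept the direction and the side of the threshold, or stayed within the interval or 1.5 times the count.

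The LCR shares moved under most alternatives. The share within 1 Mb was 48.2% with near-identical PETs counted once, 41.2% over PETs beyond 5 kb or on another chromosome and 62.1% with a window of 2 Mb. The share within 100 kb was 29.8% and 20.2% under the first 2 of these, and 38.2% with a window of 50 kb. The window changes and the removal of PETs under 5 kb, all of which lay within 100 kb, fix the direction of these moves. The share of LCR PETs with a score of 20 or more was 24.7% with near-identical PETs counted once, 38.1% at a threshold of 100 and 51.9% at a threshold of 10. The direction under both thresholds is fixed too. For the moves with near-identical PETs counted once the cause was not tested. Counting exactly repeated PETs once, an alternative chosen after seeing the data, left all 3 shares within their intervals.

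The HS3 to HS2 ratio stayed between 2.12 and 3.38 under 6 alternatives, with an exact binomial p of at most 2.23e-12. The ratio of active to repressed globin genes changed direction to 1.16 with near-identical PETs counted once and to 1.15 with PETs of score 20 or more. It rests on 37 PETs, and the exact test gave p of at least 0.0568 under every alternative run, so depth limits it and no direction can be given.

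The difference between activated and repressed promoters at 24 h changed direction to 0.033 at distances of 1 kb to 1 Mb, and to 0.89 with PETs of score 20 or more (chosen after seeing the data, 8 activated and 5 repressed promoters). Neither left the central 95% of random lists, nor did the other 10 alternatives. Scaling each list to its interchromosomal PETs, to the windows with no listed guide or not at all says nothing about stability, since 1 factor per list cancels in the difference. Scaled to each promoter's own interchromosomal PETs, the difference changed direction to -0.11 at 6 h and to -0.35 at 12 h, and at 2 h it was 0.08 and within the random lists. Over all listed PETs of each promoter it was 0.06 at 2 h (percentile 89.8) and no longer stood apart, and at 12 h it was 0.25 (percentile 99.8) and did. With near-identical PETs counted once it was 0.02 at 12 h (percentile 46.7), and over promoters with at least 20 long-range PETs it was 0.28 at 6 h (percentile 97.4). The cause was not tested for these changes.

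Promoters called at 24 h numbered 6 to 9 across 7 alternatives, against 9. Scaled to the windows with no listed guide (chosen after seeing the data), 7 were called, 3 higher and 4 lower, and over all listed PETs of each promoter 8 were called, 3 higher and 5 lower. Each of these settings called 6 of the 9 promoters, but not the same 6, since Il1rl1 was called under the first and not the second. Btn1a1 changed direction to -0.13 with near-identical PETs counted once, -0.065 at 1 kb to 1 Mb and -0.14 over all its listed PETs. Over all listed PETs Ms4a2 changed to -0.21 and Il1rl1 to 0.035. The cause was not tested.

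Gata2 passed an unadjusted p of 0.05 with ratios of 1.35 for near-identical PETs counted once, 1.26 when scaled to interchromosomal PETs and 1.32 when scaled to the windows with no listed guide (chosen after seeing the data), and the cause was not tested. Its exact p ran from 0.0210 to 0.564. The Mafk enhancer windows kept a ratio above 1, from 1.06 to 1.46, with a smallest exact p of 0.203. The count of captured promoters with a score of 20 or more ran from 14 to 20.

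The 0 h and 24 h lists hold 26-bp tags alone. Keeping tags under 50 bp therefore changed nothing there, and keeping tags of 50 bp or more gave no value for any 24 h against 0 h result. Of 105 alternatives for other values that could change them, 80 kept their direction, interval and side of the threshold, 12 moved, 5 weakened, 1 strengthened and 7 changed direction, all 7 given above.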

Other observations

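Some tests in this part were planned, namely the shuffling of interchromosomal PETs and the relation between change and PET number. The class differences and their matched random lists were planned too, for the main comparison and its alternatives. The other tests were chosen only after the result was seen. Near-identical PETs were weighed as repeats of a molecule or as chance. In the 5 G1ER lists, 14019 interchromosomal PETs had another within 50 bp at both ends. Shuffling the interacting tags within each list left 163.3 such PETs on average over 20 shuffles, which argues against independent PETs falling together by chance. The starts of a tag differed by 36 to 38 bp at one end or both in 41.5% of 9348 such pairs, where an even spread gives 11.5%. A candidate explanation is that 1 DNA fragment was listed more than once after reads of different lengths, since 36 to 38 bp is the difference between tags of 75 and 38 bp. The share was 67.7% at 2 h and 67.6% at 6 h and at most 39.7% in the 26-bp lists. A direct look at both read lengths of 1 molecule was not possible with these lists.

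The K562 list keeps tags of several lengths, so the same explanation could be looked at directly there. Of 280 tag pairs offset by 36 to 38 bp, 139 shared their right end (49.6%). A limit of 50% for this share, set before it was computed, was missed, and the comparison with other offsets replaced it after the share was seen. At other offsets above 0 the share was 3.96% of 2401 tag pairs. Reads of different lengths may therefore account for some of the pairs offset by 36 to 38 bp, and the low share at other offsets argues against the same cause for the larger number of pairs there, whose source stays open. The near-identical PETs matter for the LCR because the list shrank from 2353 to 1489 PETs when they were counted once.

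Activated promoters lay above repressed promoters at 2 h and 6 h and not at 24 h. Less enrichment by the guides in the 2 h and 6 h lists was weighed, because the 44 windows with no listed guide rose by a median log2 of 0.42 at 2 h. Across the 39 promoters with a guide, the change at 2 h was lower where more PETs were listed at 24 h, with Spearman's rho of -0.39, and rho was -0.41 at 6 h. These correlations are across promoters, which are not independent replicates, and in the windows with no listed guide rho was -0.27 at 2 h and -0.16 at 6 h. The relation points the wrong way for the class difference, since activated promoters had the higher median of long-range PETs at 0 h (116 against 79). The difference at 2 h lay at percentile 99.92 of random lists matched on PET level, and at 6 h at percentile 98.8. These are the percentiles by which the classes stood apart, so they are no separate test of lost enrichment. They show only that matching on PET level in 3 strata did not remove the difference. Enrichment lost more at repressed than at activated promoters stays open. Over all listed PETs of the promoters the difference was 0.064 at 2 h, far under the 0.38 of long-range PETs, but 0.32 at 6 h against 0.29. Tag length cannot be told apart from time point, since 0 of the 5 lists hold tags of both lengths. At 12 h, a list of 26-bp tags, the difference was 0.19 (percentile 96.8), and 0.25 over all listed PETs (percentile 99.8). It was 0.02 with near-identical PETs counted once and -0.35 when scaled to each promoter's own interchromosomal PETs. The 12 h list therefore does not settle the role of tag length. A change during differentiation stays open and untested.

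The share of captured activated promoters with a score of 20 or more was 63.2% and that of repressed promoters 25%. Both are lower than the values quoted from the study above. The totals differ, since 19 activated and 20 repressed promoters were counted here and 22 and 20 in the study. The threshold matters too, with 17 promoters at a score of 20, 14 at 100 and 20 at 10. Neither closes the gap, since the repressed total was 20 in both, and 14 activated and 6 repressed promoters passed at 10. The study counted promoters with significant long-range interactions and does not state beside that count how significance was set, so the measure may differ. The share of LCR PETs with an interacting tag between HBB and the far end of the captured stretch, the LCR itself included, was 36.8%. That is lower than the share in the β-globin cluster quoted from the study above. The comparison is not like for like, since the bounds of the cluster were chosen here and the list analysed here is shorter than the number of interactions quoted.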
